# S100A8/S100A9 cytokine acts as a transcriptional coactivator during breast cellular transformation

**DOI:** 10.1126/sciadv.abe5357

**Published:** 2021-01-01

**Authors:** Ruisheng Song, Kevin Struhl

## Abstract

Cytokines are extracellular proteins that convey messages between cells by interacting with cognate receptors at the cell surface and triggering signaling pathways that alter gene expression and other phenotypes in an autocrine or paracrine manner. Here, we show that the calcium-dependent cytokines S100A8 and S100A9 are recruited to numerous promoters and enhancers in a model of breast cellular transformation. This recruitment is associated with multiple DNA sequence motifs recognized by DNA binding transcription factors that are linked to transcriptional activation and are important for transformation. The cytokines interact with these transcription factors in nuclear extracts, and they activate transcription when artificially recruited to a target promoter. Nuclear-specific expression of S100A8/A9 promotes oncogenic transcription and leads to enhanced breast transformation phenotype. These results suggest that, in addition to its classical cytokine function, S100A8/A9 can act as a transcriptional coactivator.

## INTRODUCTION

Cytokines are a large and diverse group of small proteins that are important in many biological processes, such as immune responses, inflammation, and cancer. By conveying messages between cells by interacting with their cognate receptors at the cell surface, cytokines are a critical aspect of autocrine, paracrine, and endocrine signaling. Upon cytokine binding, some surface receptors activate the Janus kinase–signal transducer and activator of transcription (JAK-STAT) signaling pathway to regulate gene transcription (*1*). Alternatively, cytokine receptors cross-talk with other signaling macrodomains at the plasma membrane to regulate their posttranslational modifications (e.g., phosphorylation and ubiquitination) and activate additional signaling pathways [e.g., phosphatidylinositol 3-kinase (PI 3-kinase), nuclear factor κB (NF-κB), and mitogen-activated protein kinase (MAPK)] (*2*).

In addition to this extracellular role, many cytokines can also be found in the nucleus, and a functional role for the nuclear cytokine has been established in some cases (*3*–*7*). Conversely, the chromatin-associated protein HMGB1 is released from chromatin in dying cells, whereupon it acts in a cytokine-like manner (*8*). For two cytokines, chromatin immunoprecipitation (ChIP) experiments on a single locus suggest that they can associate with a specific genomic region (*5*, *6*). However, cytokine association with genomic regions has not been investigated on a genome-wide scale, and hence, little is known about how it might be recruited and how it affects transcription and biological phenotype.

Proinflammatory cytokines S100A8 and S100A9 (11 and 14 kDa, respectively) are calcium-binding proteins that form homodimeric, heterodimeric, and higher-order complexes that are essential for their biological activities (*9*–*11*). Up-regulation of S100A8/A9 occurs in various human cancer types including breast cancer, and both proteins are actively involved in tumor growth, metastasis, angiogenesis, and immune evasion in mouse models (*12*). Within the tumor microenvironment of breast cancer, S100A8 and S100A9 have both autocrine and paracrine functions. Extracellular S100A8/A9 released by cancer cells interacts with surface receptors including Toll-like receptor 4 (TLR4) and RAGE (Receptor for Advanced Glycation End products) (*13*, *14*), thereby promoting directed chemotaxis of myeloid cells and inducing proinflammatory responses and/or immune suppression by activation of JAK-STAT, NF-κB, and MAPK pathways (*12*, *15*, *16*). S100A8 and S100A9 are also abundant in the cytosol, where they help control cytoskeleton rearrangement and activate pathways involved in reactive oxygen or nitrogen species (*15*, *17*). In a mouse model of psoriasis, S100A9 was reported in the nucleus with a direct contribution to expression of the *C3* gene (*5*). However, the roles of S100A8/A9 and other cytokines in the nucleus are poorly understood.

Here, we show that S100A8/A9 is recruited to numerous promoters and enhancers in a model of breast cellular transformation. This recruitment is associated with multiple DNA sequence motifs recognized by DNA binding transcription factors, and it is linked to transcriptional activation. Nuclear-specific expression of S100A8/A9 increases oncogenic transcription and leads to enhanced breast transformation phenotype. These results suggest that, in addition to its classical cytokine functions, S100A8/A9 can act as a transcriptional coactivator.

## RESULTS

### S100A8/A9 is important for breast cellular transformation, and its overexpression is associated with certain forms of breast cancer

Our inducible model of breast cellular transformation is based on a derivative of the nontransformed cell line MCF-10A that expresses ER-Src, a fusion between the v-Src oncoprotein and the ligand-binding domain of estrogen receptor (*18*, *19*). Treatment of these cells with tamoxifen activates v-Src and triggers an epigenetic switch between nontransformed and transformed cells that is mediated by inflammatory regulatory network controlled by the joint action of NF-κB, STAT3, and activating protein 1 (AP-1) transcription factors (*19*–*22*). On the basis of ribosome profiling experiments (*23*), many cytokine genes are induced upon transformation, with S100A8/A9 being near the most dominant and most up-regulated (Fig. 1A). H3K27 acetylation (H3K27ac) profiles (*21*) indicate that the S100A8/A9 gene locus is associated with a transformation-regulated super-enhancer (Fig. 1B), a cluster of enhancers that activate genes defining cell identity (*24*, *25*). Small interfering RNA (siRNA)–mediated knockdown (Fig. 1C) or antibody-mediated inhibition (Fig. 1D) of S100A8 and/or S100A9 efficiently blocks colony formation in soft agar, indicating that these cytokines are critical for transformation in our model. Last, transcriptional analysis of PAM50 (Prediction Analysis of Microarray 50)–defined molecular subtypes (*26*) of clinical breast cancer tissues from 840 patients (*27*) indicates that, compared with normal tissue, S100A8/A9 is overexpressed in basal-like and Her2-enriched subtypes that have poor clinical outcomes and underexpressed in the two luminal subtypes (Fig. 1E).

**Fig. 1:**
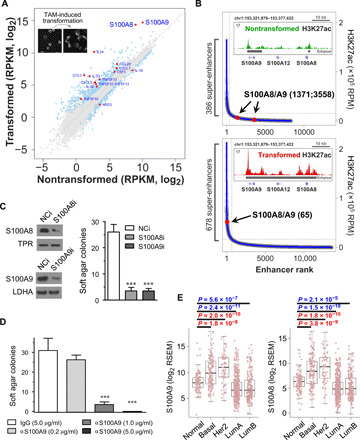
S100A8/A9 is important for breast cellular transformation. (**A**) Ribosome-associated RNA levels in nontransformed [ethanol (EtOH)–treated] and transformed [tamoxifen (TAM)–treated] cells. Differentially expressed genes are colored blue; cytokine genes that are differentially expressed are colored red. The inset shows morphology of cells during TAM-induced transformation. (**B**) Super-enhancer identification in nontransformed (top) and transformed (bottom) cells, with ranks of enhancers associated with S100A8/A9 shown in the parentheses. Insets show H3K27ac chromatin immunoprecipitation–sequencing (ChIP-seq) signal at the S100A8/A9 genomic region with enhancer or super-enhancer regions marked. (**C**) Western blot (left) and soft agar assay (right) with transformed cells transfected with negative control (NCi), S100A8, or S100A9 siRNA. Data are means ± SEM; *n* = 6; ***P < 0.001 compared with negative control treatment; *t* test. TPR, Translocated Promoter Region, Nuclear Basket Region. (**D**) Soft agar assay with cells induced by TAM together with indicated antibody treatment. Data are means ± SEM; *n* = 4; ***P < 0.001 compared with immunoglobulin G (IgG) treatment; *t* test. (**E**) RNA expression of S100A8 and S100A9 in PAM50-defined molecular subtypes of breast cancer. Wilcoxon rank sum test *P* values are shown. A total of 950 clinical breast samples from 840 patients in The Cancer Genome Atlas database were used in this analysis. RPKM, reads per kilobase of transcript per million mapped reads; RPM, reads per million; LDHA, lactate dehydrogenase A; RSEM, RNA-Seq by Expectation-Maximization.

### Nuclear-localized S100A8/A9 increases transformation efficiency

Although S100A8 and S100A9 are secreted cytokines, cell fractionation experiments show that they are also observed in the nucleus, unlike their cognate receptors TLR4 and RAGE (Fig. 2A), suggesting that nuclear S100A8/A9 might have a function that is independent of the surface receptors. Immunofluorescence imaging of endogenous S100A8 and S100A9 with confocal microscopy shows well-overlapping signals, suggesting colocalization in the nucleus (Fig. 2B). Nuclear localization of S100A8/A9 is also observed in breast and skin cancer tissues from patients (Fig. 2C), thereby providing clinical relevance of the observation in the ER-Src cellular model.

**Fig. 2:**
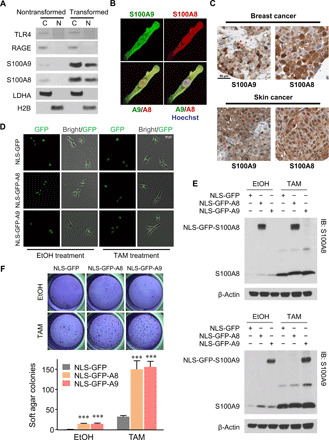
Nuclear S100A8/A9 and breast transformation. (**A**) Western blots of cytosolic (C) and nuclear (N) fractions in nontransformed and transformed cells. LDHA and histone 2B (H2B) are used as subcellular compartment markers. (**B**) Confocal imaging of S100A8 and S100A9 immunofluorescence costaining in a transformed cell. (**C**) S100A8 and S100A9 immunohistology from clinical samples of breast cancer (top) and skin cancer (bottom). Representative nuclear localizations of S100A8 or S100A9 are marked by arrows. Scale bar, 50 μm. Data are obtained from The Human Protein Atlas database. (**D**) Bright-field and GFP fluorescence imaging demonstrate nuclear-specific expression of the indicated derivatives in nontransformed and transformed cells. Scale bar, 50 μm. (**E**) Western blots of whole-cell lysates show expression of nuclear localization signal (NLS)–GFP–S100A8 (top) and NLS-GFP-S100A9 (bottom). IB, immunoblot. (**F**) Representative colony formation (top) and quantification (bottom) of soft agar assay with EtOH- or TAM-treated cells expressing indicated protein. Data are means ± SEM; *n* = 6; ***P < 0.001 compared with corresponding NLS-GFP group; *t* test. IB, Immunoblot.

To examine the function of nuclear S100A8/A9 in transformation, we constitutively expressed derivatives of these proteins that contain a nuclear localization sequence and green fluorescent protein (GFP) (for visualization). These hybrid proteins localize to the nucleus (Fig. 2D), and they are expressed at levels comparable to those of the endogenous proteins upon tamoxifen induction (Fig. 2E). Nuclear expression of S100A8 or S100A9 leads to a subtle transformation phenotype even in the absence of tamoxifen, and it enhances transformation efficiency in the presence of tamoxifen (Fig. 2F). These results indicate that nuclear S100A8/A9 plays a role in breast cell transformation.

### S100A8 and S100A9 target sites in the human genome

To investigate the role of nuclear S100A8/A9, we performed ChIP-sequencing (ChIP-seq) using stable cell lines expressing Flag-tagged proteins at comparable levels of endogenous proteins in the absence of tamoxifen (Fig. 3A). 

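MCF-10A–ER-Src cells that express S100A8-Flag or S100A9-Flag were treated for 24 hours with 1 μM 4-hydroxytamoxifen (TAM) or with ethanol (EtOH), fixed with protein-protein cross-linkers and then with formaldehyde, and subjected to ChIP with a Flag antibody. Peak lists of 11 ChIP libraries were analyzed here. They comprise 2 replicates of S100A8-Flag in EtOH, 3 of S100A8-Flag in TAM, 3 of S100A9-Flag in EtOH, and 3 of S100A9-Flag in TAM. The authors aligned the reads to hg19 (GRCh37) with Bowtie2, kept uniquely mapped reads, and called narrow peaks in each library with MACS2 against the chromatin input of the same sample, without pooling replicates. Each list gives the position of a peak, its summit, its fold enrichment over input, and the −log10 of its q value. These values are the authors' own for each peak and were used only to describe, rank, and filter peaks within one list. The lists reach down to a q value of 0.05. They hold between 9578 and 34653 peaks per EtOH library (median 22723) and between 53439 and 109500 peaks per TAM library (median 66583). The lists give no read numbers, and the depth of the libraries is therefore unknown. From these lists, peaks with q ≤ 1e-07 on chromosomes 1 to 22 and X were kept, and a confident site of a condition was a merged region with such peaks in at least 2 replicates. Peaks were merged, and sites counted as shared, when they overlapped by at least 1 bp. The thresholds on q, replicates, and overlap are the paper's. The restriction to these chromosomes is not, and the paper's requirement of 5 raw reads per region cannot be applied to a peak list. The criteria for sites, the main tests, and the alternatives to them were set before the data were examined, apart from one alternative annotation named as such. Other values were added afterward, among them overlaps with unfiltered lists and at q ≤ 1e-20, motif densities and combinations, and odds ratios of single libraries. Where binding strength is compared, peaks of a library were ranked by fold enrichment and given a percentile from 0 to 100.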

The nuclear levels of the Flag-tagged proteins are strongly induced during transformation (Fig. 3B). We suspect that this apparent regulation of nuclear translocation of the Flag-tagged proteins reflects interactions with endogenous S100A8/A9, which is highly induced during transformation. In this regard, in nuclear extracts, S100A8-Flag interacts with endogenous S100A9 in a manner that is increased upon transformation increased upon transformation (Fig. 3C).

**Fig. 3:**
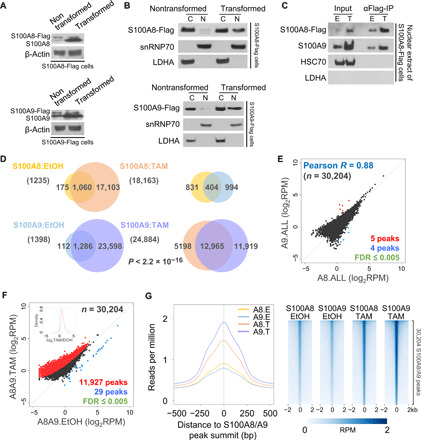
Genome-wide chromatin binding of S100A8 and S100A9. (**A**) Western blots of the indicated endogenous and ectopic proteins in whole-cell lysates of EtOH- or TAM-treated cells. (**B**) Western blots of Flag-tagged S100A8 (top) or S100A9 (bottom) in cytosolic and nuclear fraction under EtOH or TAM treatment. LDHA and snRNP70 are used as subcellular compartment markers. snRNP70, Small Nuclear Ribonucleoprotein U1 subunit 70. (**C**) Coimmunoprecipitation of Flag-tagged S100A8 with endogenous S100A9 in nuclear extract under EtOH or TAM treatment. HSC70 (Heat Shock Cognate 71 kDa protein) is used as a negative control; LDHA is used as a marker for the cytosolic compartment. (**D**) Venn diagrams show peak overlap of S100A8 and S100A9 binding in EtOH or TAM treatment. *P* < 2.2 × 10^−16^ for any of the peak overlap enrichment; Fisher’s exact test. (**E**) Relationship of S100A8 and S100A9 binding levels for the union of all peak regions of S100A8 or S100A9. (**F**) Combined S100A8 and S100A9 binding levels EtOH or TAM conditions. Peaks with statistically significant up- or down-regulation are colored red or blue, respectively. The inset shows the distribution of fold enrichment values for all S100A8/A9 peaks. (**G**) Binding profiles (average, left) and heatmaps (right) for S100A8 or S100A9 in EtOH- or TAM-treated condition around the summits of the union of all peak regions for S100A8 or S100A9. Replicate-pooled binding data are shown. Heatmaps are sorted by S100A9 ChIP signal in TAM treatment. FDR, false discovery rate; bp, base pairs.

As S100A8 and S100A9 lack conventional DNA binding domains and hence are unlikely to bind DNA on their own, we used a dual–cross-linking approach that involves protein-protein cross-linking followed by traditional formaldehyde-mediated protein-DNA cross-linking (*28*, *29*). 

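The overlap of 2 libraries was measured as the share of the peaks with q ≤ 1e-07 in the smaller list that overlapped such a peak in the other list. In EtOH, the 4 pairs of replicates of one condition had a median overlap of 27.7% (range 23.7 to 28.4%). In TAM, the median of the 6 pairs was 51.5% (range 47.8 to 72.2%). Libraries of different proteins in the same treatment overlapped to a similar extent, with medians of 25.7% over 6 pairs in EtOH and 50.6% over 9 pairs in TAM. When the second list of a replicate pair was not filtered on the q value, the median overlap was 59.9% in EtOH and 74.1% in TAM. Circular shifts of that list along each chromosome gave at most 0.971% in EtOH and 2.07% in TAM. For peaks with q ≤ 1e-20, of which an EtOH library had 31 to 100 and a TAM library 1974 to 7490, the overlap with the unfiltered list of another replicate had a median of 93.5% in EtOH and 94.8% in TAM. Of the alternatives, the use of the 1853 peaks with the lowest q value in every library moved the overlap of TAM replicates most, to 25.4%. EtOH replicates overlapped by 18.6% at that setting. The use of every peak as deposited in both lists moved the overlap of EtOH replicates most, to 40.8%, with 52.7% in TAM. At q ≤ 1e-07, EtOH libraries overlapped more with the longer TAM lists of the same protein, by a median of 64.8% over 15 pairs.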

We performed ChIP-seq analysis in cells expressing Flag-tagged S100A8 or S100A9 in nontransformed and transformed conditions and obtained highly reproducible binding profiles (fig. S1). 

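The S100A8-Flag libraries had 4327 and 4609 peaks with q ≤ 1e-07 in EtOH and 29381, 24117, and 21518 in TAM. The S100A9-Flag libraries had 3595, 1853, and 4596 such peaks in EtOH and 25494, 23994, and 40735 in TAM. For S100A8, the mean was 4468 ± 199 peaks (SD, n = 2) in EtOH and 25005 ± 4006 (SD, n = 3) in TAM. For S100A9, it was 3348 ± 1388 (SD, n = 3) in EtOH and 30074 ± 9263 (SD, n = 3) in TAM. The mean log2 number of peaks was higher in TAM by 2.47 for S100A8 (two-sided exact permutation test, p = 0.2, the smallest p that 2 against 3 libraries allow) and by 3.22 for S100A9 (p = 0.1 from the same exact permutation test, the smallest for 3 against 3). With the treatment permuted within each protein, the mean difference over both proteins was 2.85 (exact permutation test, two-sided p = 0.01, the smallest that the 200 arrangements can give). Confident sites numbered 1225 for S100A8 in EtOH, 18407 for S100A8 in TAM, 1394 for S100A9 in EtOH, and 25133 for S100A9 in TAM. These numbers depend on the number of replicates, since a site must be called in 2 of them. Without 1 replicate, they ranged from 10185 to 11425 for S100A8 in TAM, from 498 to 846 for S100A9 in EtOH, and from 12546 to 17217 for S100A9 in TAM, where the lowest value was that without replicate 3. As a ratio, an equal number of top peaks per library moved the TAM numbers most, to 942 for S100A8 and 1036 for S100A9. In EtOH, the largest moves were to 7692 for S100A8 with at least 1 replicate required and to 9546 for S100A9 with every peak as deposited. Of the S100A8 sites in EtOH, 1054 (86.0%) overlapped a confident S100A8 site in TAM, and of the S100A9 sites in EtOH, 1284 (92.1%) overlapped a confident S100A9 site in TAM. Both overlaps had a p value smaller than 1e-300 in a two-sided Fisher's exact test over bins of 1 kb, and 100 circular shifts of the TAM sites gave at most 1.14 and 1.36%. A peak with q ≤ 1e-07 in at least 1 TAM library of the same protein was present at 97.0% of the S100A8 sites and 97.6% of the S100A9 sites. No TAM library of either protein had such a peak at 15 of the S100A8 sites and 14 of the S100A9 sites. At an equal number of peaks per library, 35.0% of the S100A8 sites and 32.0% of the S100A9 sites in EtOH overlapped a TAM site.

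**Figure D1:**
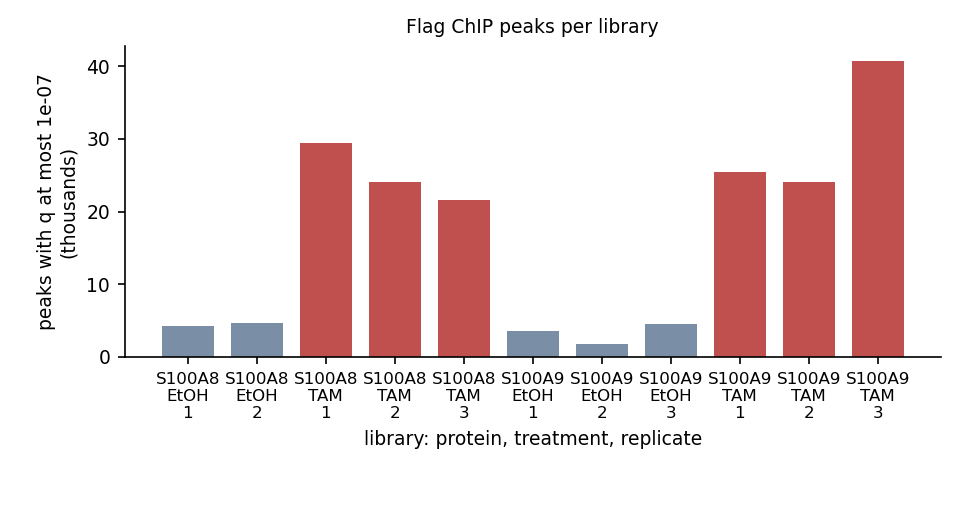
Number of peaks with q ≤ 1e-07 in each Flag ChIP library. Bars are single libraries, named by protein, treatment, and replicate. Every TAM library lies above every EtOH library, with 21518 peaks in the lowest TAM library and 4609 in the highest EtOH library.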

As expected from the increased nuclear protein levels upon tamoxifen induction, the number of binding sites (Fig. 3D) increases markedly during transformation, with nearly all the sites in nontransformed condition being observed during transformation. By combining S100A8 and S100A9 ChIP signals, we identified ~30,000 target sites, with extremely high correlation (*R* = 0.88) between S100A8 and S100A9 binding levels (Fig. 3E). 

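Merging the confident sites of the 4 conditions gave 30322 union sites with a median width of 342 bp. Among these, 4326 sites (14.3%) were called with q ≤ 1e-07 in each of the 6 TAM libraries. At these sites, the percentile of fold enrichment within each library was averaged over the 3 libraries of each protein. Spearman's rho between the S100A8 and S100A9 averages in TAM was 0.238. The correlation is across sites, which are not independent replicates, and no p value is given. Single libraries of different proteins had a rho between 0.0933 and 0.134 (9 pairs), and single libraries of the same protein had a rho between 0.0812 and 0.195 (6 pairs). Ranking by the −log10 q value in place of fold enrichment moved the correlation of the averages most, to 0.422. The read numbers at all sites, from which binding levels are usually computed, are not in the lists, and the correlation of read levels was not analyzed here.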

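Because the lists give no read level for a site without a peak, TAM and EtOH were compared by whether a union site was called with q ≤ 1e-07. The EtOH libraries called 9.96 ± 2.93% (SD, n = 5) of the union sites, and the TAM libraries called 63.2 ± 11.3% (SD, n = 6). The share of libraries that called a site, averaged over the proteins, was larger in TAM at 98.2% of the sites and larger in EtOH at 0.824%. Sites confident in TAM numbered 30228, so that nearly all union sites were chosen by their TAM calls. A larger share in TAM at these sites follows largely from that choice. Over all regions called in at least 2 libraries, the real treatment labels gave the largest excess among 200 arrangements within the proteins (two-sided exact permutation test, p = 0.01, the smallest p possible). For single proteins, the share was larger in TAM at 76.6% of the sites for S100A8 and at 91.1% for S100A9, and larger in EtOH at 5.09 and 0.742%. No EtOH library called 20882 of the sites (68.9%), and no TAM library called 28 of them. An equal number of top peaks per library moved the share of sites with more calls in TAM most, to 60.5%. At the sites shared by S100A8 and S100A9 in TAM, the summits of the highest-ranked peaks of the proteins lay a median of 33 bp apart (interquartile range 15 to 67 bp), compared with 98 bp between an S100A8 summit and a random position in the S100A9 site. The medians of the 9 pairs of single libraries were between 32 and 39 bp. In EtOH, the median distance was 43 bp (random position, 122 bp). Between EtOH and TAM, the summits lay a median of 42 bp apart for S100A8 (random position, 144.5 bp) and 41 bp apart for S100A9 (random position, 145 bp).

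**Figure D2:**
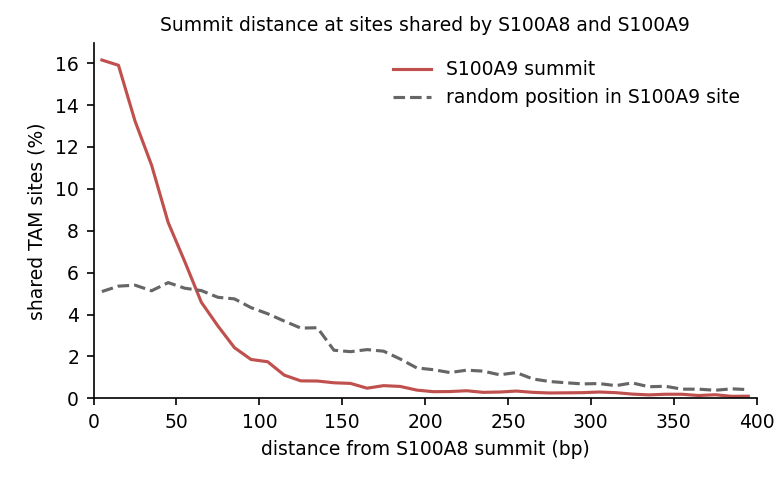
Distance from the S100A8 summit to the S100A9 summit (solid line) or to a random position in the S100A9 site (dashed line) at 13141 shared TAM sites, as percent of sites per 10 bp. Within 50 bp lie 65.6% of the S100A9 summits and 27.1% of the random positions.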

Binding levels at essentially all sites are increased upon transformation, and the peak summits are coincident (Fig. 3, F and G). Thus, S100A8 and S100A9 specifically associate with common genomic regions, presumably by being recruited by specific DNA binding proteins. These results do not distinguish between homomeric S100A8 or S100A9 complexes and heteromeric S100A8/A9 complexes.

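In TAM, 13141 of the S100A8 sites (71.4%) overlapped an S100A9 site, and in EtOH, 388 (31.7%) did. Both overlaps had a p value below 1e-300 in the Fisher's exact test over bins, and circular shifts of the S100A9 sites gave at most 0.924% in TAM and 0.245% in EtOH. In the alternatives, this share was taken over the sites of the protein with fewer sites, which was S100A8 at the main setting. On that scale, an equal number of top peaks per library moved the TAM share most, to 35.1% (and the EtOH share to 35.0%). The use of every peak as deposited moved the EtOH share most, to 53.1%. With every replicate required, EtOH had 1225 S100A8 sites and 238 S100A9 sites, and the share was 117 of the 238 (49.2%). The region around the S100A8 and S100A9 genes that Fig. 1B shows on chromosome 1 contains 11 union sites. The S100A9 gene (ENSG00000163220) extends from 153330330 to 153333499 on the plus strand of hg19. The site from 153329974 to 153330507 spans its TSS, with a summit 105 bp upstream, and was called in 4 EtOH libraries and 6 TAM libraries. The sequence around its summit is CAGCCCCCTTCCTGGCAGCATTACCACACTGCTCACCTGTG, and the 50 bp on either side contain the ETS and KLF/SP1 motifs. The site from 153330719 to 153331009 lies over the first coding exon of S100A9. It was called in 6 of 6 S100A9-Flag libraries and in 0 of 5 S100A8-Flag libraries. The site from 153332880 to 153333563, over the second coding exon, was called in 6 of 6 S100A9-Flag libraries and in 1 of 5 S100A8-Flag libraries. S100A9-Flag cells also carry an introduced S100A9 coding sequence, and its reads are a candidate source of the peaks over both exons. The S100A8 gene (ENSG00000143546) extends from 153362508 to 153363549 on the minus strand. The site from 153363386 to 153363884 has its summit 91 bp upstream of the S100A8 TSS, with the sequence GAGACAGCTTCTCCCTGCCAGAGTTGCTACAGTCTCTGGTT, and was called in 2 EtOH libraries and 6 TAM libraries. Of the other 7 sites in the region, all intergenic, 1 has a summit 38 bp upstream of the TSS of S100A12 and was called in 5 TAM libraries and no EtOH library. Among the 105 sites called in all 11 libraries, the site with the highest mean percentile of fold enrichment (93.2) extends from 85523468 to 85525643 on chromosome 15 and lies at PDE8A, with the summit sequence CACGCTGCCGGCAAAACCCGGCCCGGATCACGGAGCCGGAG. Its fold enrichment was 9.41 to 16.2 in EtOH and 12.3 to 20.6 in TAM. It was followed by sites at SLC25A51 (chromosome 9, 37903547 to 37904744), MRPS23 (chromosome 17, 55927268 to 55928005), BHLHE40 (chromosome 3, 5019653 to 5021795), and NPAS4 (chromosome 11, 66189045 to 66189506), with mean percentiles of 91.2, 90.3, 88.6, and 88.3. Their summits lie 142 to 740 bp from the nearest TSS. Among the sites that no TAM library called, the highest-ranked lie 37021 bp upstream of FAT2 (chromosome 5, 151007710 to 151008215), over a coding exon of ESR1 (chromosome 6, 152382075 to 152382300), and in an untranslated region of SEPTIN9 (chromosome 17, 75450304 to 75450623). Each was called in 2 EtOH libraries, and the estrogen receptor ligand-binding domain that ESR1 encodes is also part of the introduced ER-Src fusion. From the binding profiles, the paper concludes that S100A8 and S100A9 associate specifically with common genomic regions, and it proposes that DNA binding proteins recruit them.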

### S100A8/A9 binding sites are associated with active chromatin regions and polymerase II transcription

We classified S100A8/A9 peaks with respect to different types of regulatory regions as defined by histone modifications patterns (*21*, *30*). Specifically, 30% are located in promoter regions, 45% in enhancer regions, 6% in repressed regions, and 19% map to otherwise uncharacterized regions (Fig. 4A). 

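The summits of 8933 union sites (29.5%) lie between 1500 bp upstream and 250 bp downstream of the TSS of a protein-coding gene in GENCODE 44, lifted to hg19. Of as many random positions on the same chromosomes, 1.81% do. By condition, the share was 58.4% of the confident S100A8 sites and 60.0% of the S100A9 sites in EtOH, and 34.1 and 31.3% in TAM. In single libraries, the share of peaks was 47.7 ± 4.53% (SD, n = 5) in EtOH and 28.5 ± 2.06% (SD, n = 6) in TAM. Of the alternatives, an equal number of top peaks per library moved the share of union sites most, to 49.8%. The other sites, 21389 in number, are called distal here, since the histone modifications that divide them into enhancer, repressed, and uncharacterized regions were not used here.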

When compared with the 212,423 deoxyribonuclease I (DNase I) hypersensitive sites identified in this transformation model (*21*), S100A8/A9 sites are strongly overrepresented in promoter and enhancer regions but depleted in repressed regions (*P* < 2.2 × 10^−16^, Fisher’s exact test; Fig. 4B). Furthermore, the level of S100A8/A9 binding is positively correlated with the levels of DNase I hypersensitivity (accessible chromatin), H3K27ac (active histone mark), and the transcriptional amplifier MYC (Fig. 4B and fig. S2A) at both promoter and enhancer regions, and the correlations increase mildly upon transformation. In contrast, the level of S100A8/A9 binding at repressed genomic regions is not or negatively correlated with the level of repressive histone modifications H3K9me3 and H3K27me3 (fig. S2B). These observations indicate that S100A8/A9 binding is associated with transcriptional activation.

**Fig. 4:**
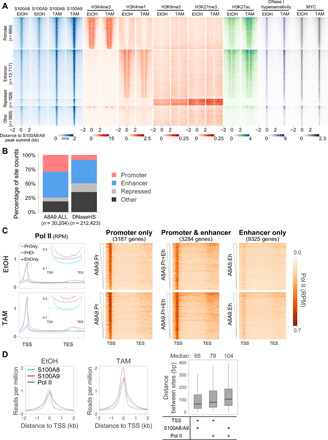
Epigenomic features of S100A8 and S100A9 chromatin binding. (**A**) Chromatin occupancy of indicated factors at ±2000 bp of summits of the union of all peak regions for S100A8 or S100A9 in combination with EtOH- and TAM-treated conditions. Heatmaps are segmented according to types of genomic regions as defined by patterns of histone modifications. Replicate-pooled chromatin binding data are shown for S100A8 and S100A9. Heatmaps are sorted by S100A9 ChIP signal in TAM treatment. (**B**) Percentage of the indicated classes of regions for all S100A8/A9 sites (A8A9.ALL) and DNase I hypersensitive sites (DNaseHS). (**C**) Meta-gene profiles (average, left) and heatmaps (right) of Pol II association from 1 kb upstream of transcription start site (TSS) and 2 kb downstream of transcription end site (TES) at indicated groups of S100A8/A9 target genes in EtOH and TAM treatment. Insets show Pol II signal at coding region; dash lines are aligned to 0.15. Heatmaps are sorted by S100A8/A9 ChIP signal density (±250 bp of peak summit) at sites at promoters (Pr), enhancers (Eh), or both (Pr + Eh). (**D**) Location of S100A8, S100A9, and Pol II signals with respect to the TSS along with box plots indicating the distance between pairwise combinations.

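Protein-coding genes were assigned to the union sites by the paper's distances. A promoter-proximal site was assigned to the gene with the nearest TSS, and where its summit lay downstream of that TSS, the distance had to be below 5% of the length of the gene. A distal site was assigned to genes with a TSS within 50 kb of the summit or a gene body over it. By these rules, 2286 genes had only promoter-proximal sites (15.0% of the assigned genes), 7362 had only distal sites (48.4%), and 5559 had both (36.6%). As many random positions gave 122, 13660, and 373 genes in the same order.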

To address the role of S100A8/A9 in transcription, we assigned peaks to neighboring genes and then subdivided them into genes with peaks only at promoters, only at enhancers, and at both promoters and enhancers (fig. S3A). Polymerase II (Pol II) occupancy at all these three groups of genes is higher in the transformed condition as compared with the nontransformed condition (Fig. 4C). Genes with S100A8/A9 sites in both promoter and enhancer regions show the strongest Pol II signals, particularly at coding regions, indicative of increased transcription (Fig. 4C). In contrast, genes with S100A8/A9 sites in enhancers only have considerably lower Pol II occupancy levels. In addition, there is modest correlation (0.24 to 0.34) between S100A8/A9 binding and Pol II occupancy at coding regions for all three categories and at the promoter, and minimal correlation to the pausing index (fig. S3B). Last, S100A8/A9 binding sites are located just upstream of the transcriptional start site and paused Pol II (Fig. 4D). These observations strongly suggest that nuclear S100A8/A9 is a transcriptional coactivator.

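The summits of the promoter-proximal union sites lay a median of 75 bp from the nearest TSS. On the scale where upstream is negative, the median position was −52 bp, and the interquartile range was −164 to 0 bp. Upstream of the TSS lay 74.7% of these summits. The most populated interval of 50 bp, from 50 bp upstream to the TSS, held 24.2% of them. The median distance of promoter-proximal peaks in the 6 single TAM libraries was between 74 and 98 bp. The distance moved most, to 96 bp, when sites called in at least 1 replicate were used. The position of paused Pol II was not analyzed here.

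**Figure D3:**
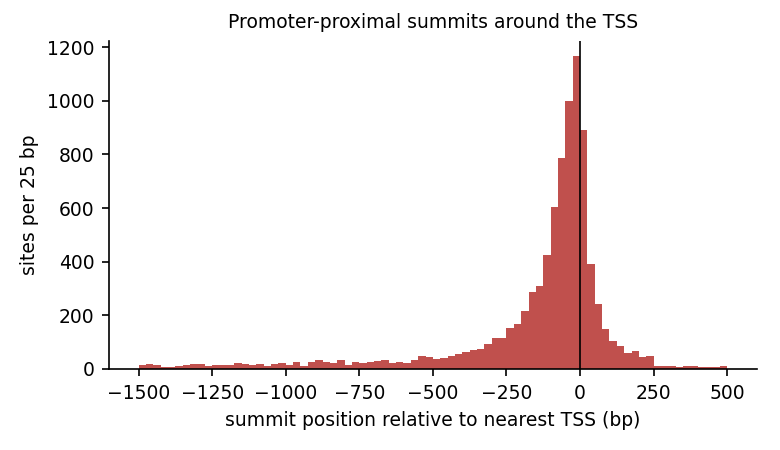
Position of the summits of 8933 promoter-proximal union sites relative to the nearest TSS of a protein-coding gene. Bars are numbers of sites per 25 bp, with negative positions upstream. The highest bar lies just upstream of the TSS.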

### Relationship of S100A8/A9 binding to gene induction during transformation and to human cancer genes

We analyzed the relationship between S100A8/A9 binding and gene expression upon transformation by comparing RNA expression levels of genes whose regulatory regions are bound by S100A8/A9 with those that are unbound. In both nontransformed and transformed conditions, the S100A8/A9 bound genes are expressed at higher levels than the unbound genes (Fig. 5A). In addition, the fold induction upon transformation is higher in S100A8/A9-bound genes than in the unbound genes (Fig. 5A). For genes differentially regulated upon transformation, 67% are up-regulated for the S100A8/A9 bound genes, whereas only 43% are up-regulated for the unbound genes (*P* = 4.4 × 10^−11^ by Fisher’s exact test; Fig. 5B). Thus, S100A8/A9 binding is preferentially associated with induction of genes during transformation.

**Fig. 5:**
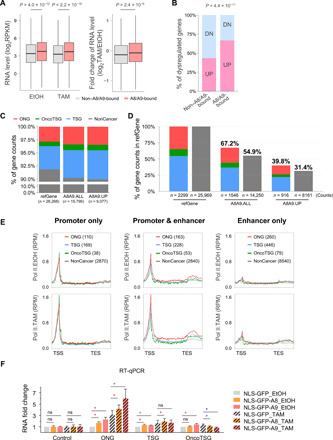
S100A8/A9 binding and cancer gene transcription. (**A**) Box plots on the left show expression levels of genes associated with (coral; 7679 genes) or without (gray; 2627 genes) S100A8/A9 binding sites in EtOH- or TAM-treated cells. Box plot on the right shows the fold change (TAM:EtOH) of the same classes of genes. Higher expression levels in both conditions and higher fold induction during transformation are associated with S100A8/A9-bound sites (Wilcoxon rank sum test *P* values indicated). (**B**) Percentage of genes differentially expressed (at least twofold) during transformation that are up-regulated (UP; pink) or down-regulated (DN; blue) and are associated with sites that are bound or unbound by S100A8/A9. Fisher’s exact test *P* value is indicated for the distribution comparison. (**C**) Gene counts and percentage of noncancer genes (NonCancer), oncogenes (ONG), TSGs, and genes annotated as both oncogenes and TSGs (OncoTSG) in hg19 refGene collection (refGene), all S100A8/A9 target genes (A8A9.ALL), and genes with strongly up-regulated S100A8/A9 peaks in TAM treatment (A8A9.UP). (**D**) Gene counts and percentage of cancer (left) and noncancer (right) genes from indicated gene collections. (**E**) Meta-gene average profiles of Pol II binding from 1 kb upstream of TSS and 2 kb downstream of TES at indicated groups of S100A8/A9 target genes in EtOH- and TAM-treated cells. Gene counts are shown in the parentheses. (**F**) Induction ratio (fold change relative to the mRNA level in EtOH-treated cells expressing NLS-GFP) of the indicated classes of genes (average of six cancer genes/class or two control genes) in cells expressing the indicated proteins. Data are means ± SEM; ns, not significant; *P < 0.05 compared with corresponding NLS-GFP group; Wilcoxon signed rank test. Asterisks (*) for increase were colored red or otherwise colored blue. RT-qPCR, reverse transcription quantitative polymerase chain reaction.

S100A8/A9-bound target genes are enriched in functions linked to signaling (phosphorylation, acetylation, and glycoprotein), protein binding, mRNA processing, cytokine secretion, cell adhesion, and cell cycle (fig. S4). In addition, we addressed the relationship between S100A8/A9 target genes and human cancer gene annotations from UniProt (*31*), Network of Cancer Genes (*32*), Tumor Suppressor Gene database (*33*), ONGene (*34*), and Tumor Associated Gene database (*35*). We collected 808 oncogenes (ONGs), 1247 tumor suppressor genes (TSGs), and 244 cancer genes annotated as both ONGs and tumor suppressors (OncoTSGs). Among 15,796 S100A8/A9 target genes, 10% are human cancer genes with 533 ONGs, 843 TSGs, and 170 OncoTSGs (Fig. 5, C and D). 

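By the same distances, 15207 protein-coding genes (75.7% of the 20098 annotated on chromosomes 1 to 22 and X) had a promoter-proximal or distal S100A8/A9 union site. Random positions of the same number per chromosome gave 14155 genes, most of them assigned to distal positions alone. At an equal number of top peaks per library, the number of target genes was 2536, the largest fall among the alternatives. With lncRNA genes added to the annotation, an alternative chosen after the data were seen, it was 25019. The cancer gene annotations were not used here.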

Notably, 67% of annotated cancer genes are associated with S100A8/A9 target genes, in comparison to only 55% of noncancer genes, which is highly significant (*P* < 2.2 × 10^−16^; Fisher’s exact test) with contributions from ONG (*P* = 2 × 10^−8^), TSG (*P* = 2 × 10^−14^), and OncoTSG enrichment (*P* = 6 × 10^−6^). The distinction between cancer and noncancer genes is also observed when considering S100A8/A9 target sites showing the highest level of inducible binding upon transformation (Fig. 5, C and D). At target genes where S100A8/A9 binds at both the enhancer and promoter, ONGs have the higher level of transcriptional activity than other classes of genes (Fig. 5E).

To examine the function of nuclear S100A8/A9, we measured the expression of ONG, TSG, and OncoTSG genes (six genes for each class), whose promoters and enhancers are bound by S100A8/A9 in cells expressing S100A8 or S100A9 derivatives with a nuclear localization signal (NLS) (fig. S5). When considered as a class, the ONGs show increased expression upon ectopic expression of either S100A8 or S100A9, either in the presence or absence of tamoxifen (Fig. 5F). In contrast, this effect is smaller or not detectable on the TSGs and not detected on the OncoTSGs or control genes. Together, these observations preferentially link S100A8/A9 binding with expression of ONGs.

### Motif enrichment of transcription factors and chromatin association of S100A8/A9

As S100A8/A9 does not have intrinsic DNA binding activity, they are presumably recruited to genomic sites by association with specific DNA binding transcription factors. To identify these transcription factors, we performed de novo motif searches in S100A8/A9 binding sites in promoter, enhancer, and repressed regions. We identified ETS (Erythroblast Transformation Specific), KLF (Kruppel-Like Factor)/SP1 (Specificity Protein 1), THAP11 (THAP domain Containing 11), AP-1, CREB (cyclic adenosine monophosphate response element–binding protein), and ZBTB33 (Zinc finger and BTB domain containing 33), motifs enriched in promoter peaks; AP-1, CTCF (CCCTC-binding Factor), CEBP (CCAAT/Enhancer-Binding Protein), and STAT3 motifs enriched in enhancer peaks; and CTCF motif enriched in repressed peaks (Fig. 6A). 

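Consensus sequences read from the logos of Fig. 6A were searched on both strands, without mismatches, within 100 bp of the union summits. Among the promoter-proximal sites, the ETS consensus CGGAAG was present in 28.0% of the windows and the KLF/SP1 consensus CCCCGCCC in 25.4%. The THAP11 consensus ACTACANNTCCC was present in 3.24%, the AP-1 consensus TGASTCA in 5.57%, the CREB consensus TGACGTCA in 2.82%, and the ZBTB33 consensus TCTCGCGAGA in 0.560%. Among the distal sites, the AP-1 consensus was present in 34.4% of the windows, the CTCF consensus CCNSNAGRKGGC in 13.1%, the CEBP consensus TTRCNNAA in 20.9%, and the STAT3 consensus TTCYNRGAA in 3.74%.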

Using sequence motifs for these factors, we then compared the probability of motifs in the set of S100A8/A9 binding regions with control regions from promoter, enhancer, and repressed DNase I hypersensitive sites lacking S100A8/A9 association (S100A8/A9-null sites; Fig. 6B). 

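The control windows were centered 1000 bp to either side of each union summit, since the DNase I hypersensitive sites without S100A8/A9 were not used here. At promoter-proximal sites, the share of windows with the motif was 5.60 times that of the control windows for ETS, 6.13 times for KLF/SP1, 24.1 times for THAP11, 22.9 times for CREB, and 33.3 times for ZBTB33. For AP-1 at promoter-proximal sites, the ratio was 2.29. At distal sites, the ratio was 9.74 for AP-1, 22.3 for CTCF, 1.23 for CEBP, and 1.51 for STAT3. The largest Benjamini-Hochberg adjusted p value of these 10 comparisons was 6.76e-19, for STAT3 (two-sided Fisher's exact test, unadjusted p = 6.76e-19). The paper found these motifs by a de novo search in its own S100A8/A9 sites, so that the p values are no independent test of enrichment. The control windows also do not match the summits in distance from a TSS, and motifs frequent near any TSS are not set apart. Under every alternative computed, all 10 ratios stayed above 1 with an unadjusted p below 0.05, and the ratio that came closest was that of CEBP, at 1.13. The sizes of some ratios moved widely. The ZBTB33 ratio, with the motif in 3 of 17866 control windows, ranged from 14.0 to 88.0. The range was 10.5 to 82.6 for THAP11, 13.4 to 82.0 for CREB, and 4.57 to 15.3 for KLF/SP1.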

All these motifs are strongly enriched at S100A8/A9-bound regions as compared with control regions, except for the AP-1 motif at promoters that is only weakly enriched. Furthermore, the maximal motif densities map closely to the S100A8/A9 peak summits (Fig. 6B and fig. S6), consistent with the idea that S100A8/A9 is recruited (directly or indirectly) to target sites by the transcription factor(s) recognizing the motif.

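In the 1000 bp centered on the summits, matches were counted in bins of 25 bp. At distal sites, 71.1% of the CTCF matches and 51.1% of the AP-1 matches lay within 50 bp of the summit, compared with 10% if matches were spread evenly. The same share was 13.8% for CEBP and 14.0% for STAT3. At promoter-proximal sites, it was 41.4% for CREB, 38.2% for THAP11, 34.5% for AP-1, 28.6% for ZBTB33, 24.7% for ETS, and 14.4% for KLF/SP1. The densest bin began or ended within 50 bp of the summit for every motif except KLF/SP1, whose densest bin was 75 to 100 bp away.

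**Figure D4:**
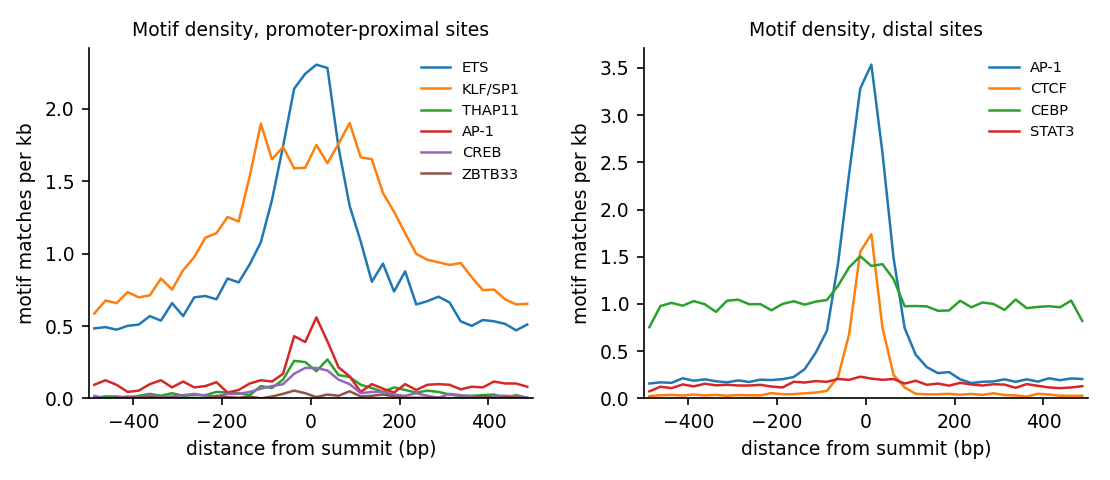
Matches per kb to each consensus in bins of 25 bp around the summits of 8933 promoter-proximal (left) and 21389 distal (right) union sites. AP-1 reaches 3.53 and CTCF 1.74 matches per kb in the densest bin at distal sites, and ETS reaches 2.31 at promoter-proximal sites.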

**Fig. 6:**
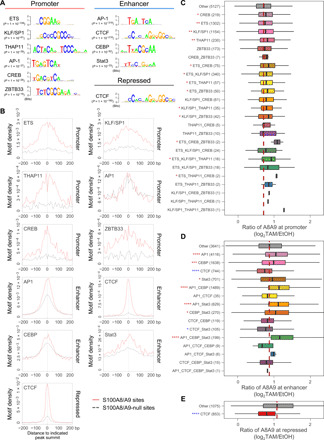
Motif enrichment and S100A8/A9 chromatin binding. (**A**) De novo identified DNA motifs at S100A8/A9 sites at the indicated classes of genomic regions highly matched to known motifs. The de novo motif search was performed for S100A8/A9 sites against DNase I hypersensitive sites lacking S100A8/A9 association (S100A8/A9-null sites) in the same class of chromatin regions. Hypergeometric *P* values for motif enrichments are shown. (**B**) Distributions of de novo discovered motif density at ±200 bp of the indicated peak summits of indicated classes of chromatin regions. (**C**) TAM-induced fold changes of S100A8/A9 chromatin binding at S100A8/A9 sites with or without indicated motifs (alone or in combination) in promoter regions. *P < 0.05, **P < 1 × 10^−5^, ***P < 1 × 10^−10^, and ****P < 2.2 × 10^−16^ compared with S100A8/A9 sites without indicated motifs (other); Wilcoxon rank sum test. Asterisks (*) for increased fold change were colored red or otherwise colored blue. Peak numbers of indicated groups are shown in the parentheses. The dashed line is aligned to median value of the Other group. (**D**) Same as (C) for sites at enhancer regions. (**E**) Same as (C) for sites at repressed regions.

For each motif or selected combination of motifs located within 50 base pairs (bp) of the S100A8/A9 peak summits, we determined the fold change of S100A8/A9 binding at that site during transformation (tamoxifen:ethanol ratio). 

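Since the lists give no TAM:EtOH ratio of reads, each site confident in TAM was scored by whether at least 1 EtOH library called it. This held for 4518 of 8911 promoter-proximal sites (50.7%) and 4828 of 21317 distal sites (22.6%). Sites with a motif within 50 bp of the summit were compared with sites that lack all listed motifs of their class, in a Cochran-Mantel-Haenszel chi-square test over 10 strata of the mean TAM percentile. An odds ratio below 1 means fewer calls in EtOH at equal TAM rank. At promoter-proximal sites, the odds ratio was 1.06 for ETS (n = 1613 sites, adjusted p = 0.442) and 0.896 for KLF/SP1 (n = 1242, adjusted p = 0.203). It was 1.15 for THAP11 (n = 179, adjusted p = 0.442), 0.807 for CREB (n = 165, adjusted p = 0.357), and 0.898 for ZBTB33 (n = 27, adjusted p = 0.801). The raw p values of these motifs were between 0.101 and 0.801. For promoter-proximal sites with an AP-1 motif, the odds ratio was 0.632 [n = 366, 95% confidence interval (CI), 0.501 to 0.797, p = 7.41e-05, adjusted p = 0.000247]. The p values were adjusted over the 10 motifs of both classes by the Benjamini-Hochberg method.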

At promoters, fold increases in S100A8/A9 binding observed at sites with ETS, KLF/SP1, THAP11, CREB, or ZBTB33 motif alone or in combination are subtle, although statistically significant when compared against target sites lacking any of the listed motifs (Fig. 6C). However, at enhancer regions, fold increases of S100A8/A9 binding are more pronounced, particularly at motifs for transcriptional activators AP-1, CEBP, or STAT3, alone or in combination (Fig. 6D). In contrast, the motif for the CTCF insulator protein, alone or in combination with transcriptional activators in either enhancer or repressed peaks, is associated with reduced binding of S100A8/A9 during transformation or counteraction of the positive effects from the activator motifs (Fig. 6E). These results are in line with the transcriptional coactivator role of S100A8/A9, and the connection to AP-1 and STAT3 is noteworthy given that these proteins are critical for transformation in this cellular transformation model (*20*–*22*).

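At distal sites, an EtOH library called 18.3% of the sites with an AP-1 motif, 18.7% of those with a CEBP motif, and 18.0% of those with a STAT3 motif, compared with 24.7% of the 11359 distal sites without a listed motif. At equal TAM rank, the odds ratio was 0.609 for AP-1 (n = 5532 sites, 95% CI, 0.559 to 0.663, p = 3.15e-30, adjusted p = 3.15e-29) and 0.633 for CEBP (n = 2588, p = 2.45e-15, adjusted p = 1.22e-14). For STAT3, it was 0.604 (n = 417, 95% CI, 0.461 to 0.791, p = 0.000217, adjusted p = 0.000542). Sites are not independent replicates, and each EtOH library was therefore also tested alone. All 5 libraries had an odds ratio below 1 for these motifs, with a range of 0.507 to 0.716 for AP-1, 0.566 to 0.670 for CEBP, and 0.363 to 0.849 for STAT3. Distal sites with both AP-1 and CEBP motifs had an odds ratio of 0.517 (n = 651, p = 2.45e-09), and those with both AP-1 and STAT3 motifs had an odds ratio of 0.623 (n = 103, 95% CI, 0.351 to 1.11, p = 0.125). Of the 10 motifs, 4 had an adjusted p under 0.05. The alternatives that moved this number most were every peak as deposited and calls in at least 2 EtOH libraries, with 7 each. An equal number of top peaks per library gave 2. The odds ratio of AP-1 at promoter-proximal sites was then 0.869 (Cochran-Mantel-Haenszel chi-square test, adjusted p = 0.889, range over its alternatives 1.58e-14 to 0.889), and the STAT3 odds ratio then had an adjusted p of 0.0598 (range over its alternatives, 4.91e-12 to 0.0598).

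**Figure D5:**
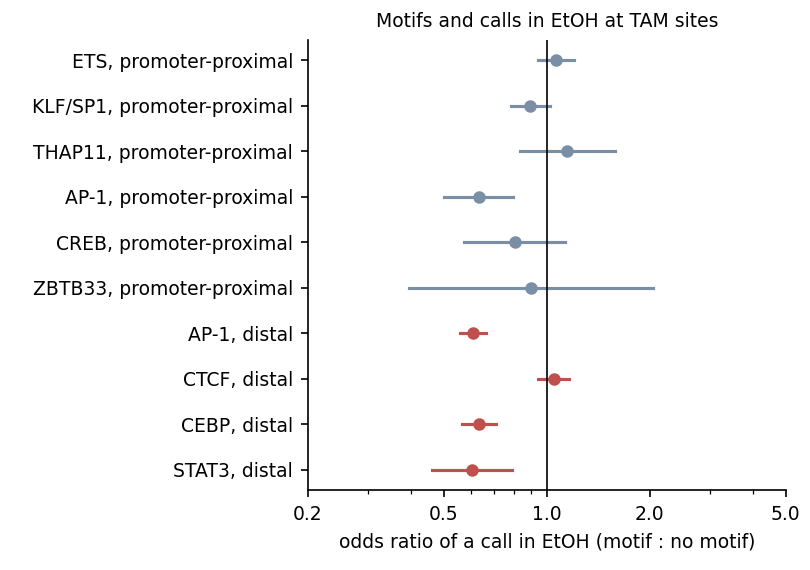
Odds ratio, on a log axis, of a call in at least 1 EtOH library at TAM sites with a motif against sites without a listed motif, with 95% CI. The intervals of AP-1, CEBP, and STAT3 at distal sites and of AP-1 at promoter-proximal sites lie below 1.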

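Of the distal sites with a CTCF motif, 26.1% were called in an EtOH library, and the odds ratio at equal TAM rank was 1.05 (n = 2407, 95% CI, 0.941 to 1.16, p = 0.398, adjusted p = 0.442). Without replicate 3 of S100A9 in EtOH, it was 0.954. In single EtOH libraries, it was between 0.797 and 1.03 and below 1 in 4 of 5. With every peak as deposited, it was 1.09 (Cochran-Mantel-Haenszel chi-square test, adjusted p = 0.0366). With calls in at least 2 EtOH libraries required, the odds ratio of CTCF was 0.701 (same chi-square test, adjusted p = 0.000623, range over the alternatives 0.000623 to 0.943). Distal sites with both AP-1 and CTCF motifs had an odds ratio of 1.00 (n = 55, 95% CI, 0.520 to 1.94, p = 0.990), and those with CTCF and CEBP motifs had an odds ratio of 1.07 (n = 108, p = 0.776).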

### S100A8/A9 interacts with transcription factors in nuclear extracts and activates transcription upon artificial recruitment to a target promoter

To examine more directly whether S100A8/A9 behaves like a coactivator, we first performed coimmunoprecipitation experiments in nuclear extracts from which nucleic acids were degraded. As expected from the motifs enriched among S100A8/A9 target sites, S100A9-Flag immunoprecipitates FOS, STAT3, C/EBPβ, and CTCF, but not SNAI1 (Fig. 7A). In accord with genomic binding levels (Fig. 6, D and E), the interactions of S100A9-Flag with FOS (and to a lesser extent, STAT3 and C/EBPβ) increases in transformed cells, whereas the interaction with CTCF decreases. Thus, S100A9 physically associates with multiple transcription factors, although these coimmunoprecipitation experiments do not address whether the interactions are direct or involve intermediary factors.

**Fig. 7:**
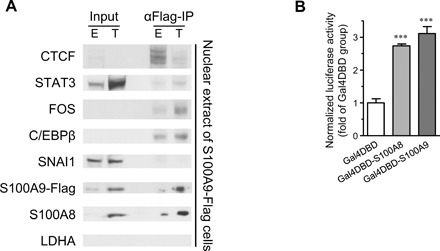
S100A8/A9 interacts with transcription factors and activates transcription upon artificial recruitment. (**A**) Western blot of S100A9-Flag immunoprecipitates of the indicated proteins in nuclear extracts from cells treated with EtOH (E) or TAM (T); lactate dehydrogenase (LDHA) is used as a cytoplasmic marker. (**B**) Transcriptional activity (normalized luciferase levels) in MCF7 cells electroporated with the indicated Gal4 DNA binding domain (DBD) protein derivative and the reporter construct containing five tandem repeats of the Gal4 binding site upstream of the core *Drosophila HSP70Bb* TATA-box promoter. Data are means ± SEM; *n* = 4; ***P < 0.001 compared with the Gal4DBD group; *t* test.

To examine whether S100A8/A9 has an autonomous transcriptional activation function, we fused the individual full-length proteins to the DNA binding domain of the yeast Gal4 proteins. When compared with the Gal4 DNA binding domain alone, the resulting fusion proteins confer about threefold higher levels of transcription from a Gal4-based reporter construct (Fig. 7B). These observations, together with the genomic binding profiles, indicate that S100A8/A9 acts as a transcriptional coactivator.

## DISCUSSION

### S100A8/A9 can act as a transcriptional coactivator

Cytokines are secreted molecules that bind and activate cell surface receptors, thereby transducing extracellular signals to effector proteins that regulate gene expression and other biological events. Many cytokines are also found in the nucleus and can be associated with chromatin, but the nuclear functions of cytokines are poorly understood. In two cases, S100A9 and interleukin-33, ChIP analysis of an individual gene has suggested that these cytokines could associate with a specific genomic region. Here, we show that S100A8/A9 associates specifically with numerous genomic regions even though the cognate receptors are absent from the nucleus. We provide evidence that S100A8/A9 functions as a transcriptional coactivator and show that nuclear-localized S100A8/A9 increases transformation efficiency.

Multiple lines of evidence support the conclusion that S100A8/A9 can act as a transcriptional coactivator. First, S100A8/A9 binding sites occur primarily in promoters and enhancers, and binding is associated with active chromatin regions and Pol II transcription. Second, most DNA sequence motifs associated with S100A8/A9 binding are recognized by transcriptional activator proteins, with the level of binding being increased at motifs of activators and decreased at motifs of CTCF, an insulator protein associated with repression. Third, in nuclear extracts, S100A9 coimmunoprecipitates and, hence, interacts (directly or indirectly) with proteins that recognize the motifs enriched among genomic sites bound by S100A8/A9. Fourth, nuclear-specific expression of S100A8/A9 increases transcription of many genes tested, with a preference for ONGs. Fifth, S100A8 and S100A9 can stimulate transcription from a reporter construct when artificially recruited by a heterologous DNA binding domain.

There are several possible mechanisms, not mutually exclusive, by which S100A8/A9 could function as a transcriptional coactivator upon recruitment to specific genomic sites. The artificial recruitment experiment (Fig. 7B) suggests that these proteins contain a transcriptional activation domain that directly stimulates transcription of the target gene. S100A8/A9 could also bind to a region of the recruiting protein that inhibits transcriptional activity, thereby increasing the activating potential of the recruiting protein. In a related manner, S100A8/A9 could cause a conformational change in the recruiting protein that increases its activation function. Last, these cytokines could mediate their effects through interactions with other recruited coactivators and/or other DNA binding transcription factors that functionally interact with factors bound to the enriched motifs. These potential mechanisms are not mutually exclusive.

### Nuclear S100A8/A9 is important for cellular transformation

S100A8/A9 is up-regulated and functionally important in many forms of human cancer (*12*, *36*, *37*), and it is required for transformation in our model of breast cellular transformation. It is generally assumed that the oncogenic roles of the S100A8/A9 cytokines reflect their function in extracellular signaling.

Our results strongly suggest that S100A8/A9 in the nucleus also plays a functional role in cellular transformation. First, S100A8/A9 target sites are preferentially associated with annotated cancer genes. Second, at target genes where S100A8/A9 binds at both the enhancer and promoter regions, ONGs have higher transcriptional activity than noncancer genes and other classes of cancer genes. Third, S100A8/A9 target sites are enriched for motifs of transcription factors important for transformation. AP-1 factors and STAT3 are particularly important for transformation in our model (*20*–*22*), and loss of ETS, KLF/SP1, THAP11, CREB, ZBTB33, or CEBP inhibits transformation or tumor growth in other cellular or animal models (*21*, *38*–*43*). Conversely, S100A8/A9 binding decreases at CTCF motifs during transformation, and CTCF haploinsufficiency in mice leads to increased cancer incidence (*44*). Fourth and most important, nuclear-specific expression of S100A8/A9 preferably promotes ONG transcription and enhances transformation efficiency. Although not directly proven, we suspect that the transcriptional coactivator function of S100A8/A9 provides the basis for how nuclear S100A8/A9 affects transformation.

Although the nuclear function of S100A8/A9 is important for transformation, antibodies against these proteins in the medium causes decreased transformation. These added antibodies are extracellular and unlikely to enter the nucleus, suggesting that the classic cytokine function of S100A8/A9 is also important for transformation. Thus, we suggest the S100A8/A9 plays a role in transformation both as a classic cytokine that stimulates signaling pathways and as a transcriptional coactivator in the nucleus. In this regard, S100A8/A9 resembles β-catenin, a dual-function protein that acts as transcriptional coactivator in the nucleus and as a subunit of the cadherin complex involved in cell-cell adhesion (*45*).

## MATERIALS AND METHODS

### Antibodies and primer pairs for quantitative polymerase chain reaction analysis

The information for these reagents is described in table S1.

### Cell culture

MCF-10A cells expressing ER-Src (MCF-10A–ER-Src cells) were grown in DMEM/F-12 (Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12) with 5% charcoal-stripped fetal bovine serum (Sigma-Aldrich) and supplements as previously described (*19*). To induce transformation, cells were treated with 1 μM 4-hydroxy-tamoxifen (Sigma-Aldrich) or ethanol as vehicle control for 24 hours. Human embryonic kidney (HEK) 293T and MCF7 cells were grown in DMEM with 10% fetal bovine serum (Sigma-Aldrich). For the soft agar assay, cells (2.5 × 10^4^) were washed with phosphate-buffered saline (PBS) and treated with trypsin. The trypsinized single cells were resuspended in the upper agar phase (growth medium containing final 0.4% agar, freshly prepared at 37°C), which was layered onto the lower agar phase (growth medium containing 1.0% agar). The solidified agar was covered with growth medium, which was changed every 3 days. Colonies (>0.01 mm^2^) were counted with ImageJ after 30 days.

### Cloning and expression of S100A8/A9 derivatives

For S100A8-Flag or S100A9-Flag, C-terminal 1× Flag-tagged S100A8 or S100A9 open reading frame was cloned from the cDNA library of MCF-10A–ER-Src cells and then were subcloned into pLHCX retroviral vector (Clontech, #631511). For NLS-GFP, GFP with triplicated NLS (sequence copied from Invitrogen’s pCMV/myc/nuc) at both the N- and C-terminal sides was cloned from pEGFP-N1 (provided by R. Pomerantz from Temple University School of Medicine) using ultramer primers and then was subcloned into pLHCX. For NLS-GFP-A8 or NLS-GFP-A9, S100A8 or S100A9 open reading frame was subcloned to the C-terminal side of NLS-GFP in pLHCX.

Retrovirus was produced by transfection of corresponding retroviral vector in HEK293T cells carrying pCL-Ampho (provided by V. Sukhatme). Retroviral supernatant from HEK293T cells was collected at 48 and 72 hours after transfection, filtered through 0.45-μm filter, and used to infect exponentially growing target cells in the presence of polybrene (8 μg/ml; Millipore). Cells were passaged after 72 hours of infection, after which drug selection was performed with hygromycin B (500 μg/ml; Santa Cruz Biotechnology). For nuclear-specific expression of S100A8 or S100A9, cells expressing NLS-GFP, NLS-GFP-A8, or NLS-GFP-A9 were further selected by a cell sorting flow cytometer (SH800Z, Sony) based on GFP signals, and GFP levels for all groups of cells were kept similar on average during the selection.

### Gal4-based luciferase reporter analysis

Gal4 DNA binding domain (DBD)–based constructs were generated by replacing the NLS-GFP region of NLS-GFP, NLS-GFP-S100A8, or NLS-GFP-S100A9 with Gal4DBD cloned from pCAG-GBP1-10gly-Gal4DBD (plasmid #49438, Addgene). For the Gal4-based reporter assays, Gal4-based constructs (1 μg), pUAS-luc2 (1 μg; plasmid #24343, Addgene), and pCMV-RL (100 ng; catalog #E2261, Promega) were electroporated together into human breast MCF7 cells by the 4D-Nucleofector System with the SE Cell Line 4D-Nucleofector X Kit (Lonza). Forty-eight hours after the electroporation, *Firefly* and *Renilla* luciferase activities were measured with the Dual-Glo Luciferase Assay System (Promega). Luciferase activity is calculated as *Firefly* normalized by *Renilla*.

### Protein analysis

Cells were lysed in 1× radioimmunoprecipitation assay (RIPA) buffer (Cell Signaling Technology) supplemented with protease inhibitor cocktail (Sigma-Aldrich), followed by brief sonication, and the lysate was cleared by centrifugation at 20,000*g* for 10 min. For cytosol/nuclear fractionation, cells were incubated in buffer A (10 mM Hepes-KOH at pH 7.5, 50 mM NaCl, 500 mM sucrose, 0.1 mM EDTA, 1.5 mM MgCl_2_, and protease inhibitor cocktail) for 15 min, followed by mixture with Triton X-100 (0.5% at final) for 1 min, and the cytosol fraction was cleared by centrifugation at 16,000*g* for 5 min. The nuclear pellet was briefly washed in buffer B (15 mM Hepes-KOH at pH 7.5, 60 mM KCl, 15 mM NaCl, 0.32 mM sucrose, and protease inhibitor cocktail), dissolved in 1× RIPA buffer, and briefly sonicated, and the nuclear fraction was cleared by centrifugation at 20,000*g* for 10 min.

For coimmunoprecipitation, the nuclear pellet from cells expressing S100A8-Flag was dissolved in buffer C (50 mM tris-HCl at pH 8.0, 420 mM NaCl, 1.5 mM MgCl_2_, 0.4% NP-40, 25% glycerol, and protease inhibitor cocktail) for 1 hour, diluted to 100 mM NaCl strength with buffer D (50 mM tris-HCl at pH 8.0, 0 mM NaCl, 1.5 mM MgCl_2_, 0.4% NP-40, 25% glycerol, and protease inhibitor cocktail), and treated overnight with Benzonase (Millipore), and the nuclear extract was cleared by centrifugation at 20,000*g* for 10 min. Coimmunoprecipitation and Western blot analyses were performed as previously described (*46*).

For imaging analysis, cells were fixed with 4% paraformaldehyde in PBS, and immunofluorescence staining was performed with rabbit anti-S100A9 and mouse anti-S100A8, followed by treatment with anti-rabbit immunoglobulin G (IgG)–fluorescein isothiocyanate and anti-mouse IgG–Texas Red. Clinical immunohistology data of S100A9 and S100A8 were obtained from The Human Protein Atlas database (*47*); for breast cancer, S100A9 staining data were from PatientID_2091, and S100A8 staining data were from PatientID_2392; for skin cancer, S100A9 staining data were from PatientID_2166, and S100A8 staining data were from PatientID_2150.

### RNA interference

siRNAs of negative control, S100A8 (HSC.RNAI.N002964.12.3), and S100A9 (HSC.RNAI.N002965.12.1) were obtained from Integrated DNA Technologies. siRNA-mediated knockdown was performed as previously described (*48*). After 3 days of siRNA transfection, cells were tested for tamoxifen-induced transformation.

### RNA analysis

RNA was extracted with QIAzol (QIAGEN) and precipitated with isopropanol. cDNA was generated from 3.5 μg of total RNA template using oligo(dT)_20_ and SuperScript III (Invitrogen). Analysis of relative RNA expression was performed by quantitative polymerase chain reaction in real time. The relative RNA levels of indicated genes were normalized to the average RNA level of two control genes rRNA18S and FAM50A in the same samples. Data presented were obtained from four independent experiments.

### Analysis of ribosome profiling and RNA sequencing data

Ribosome profiling and RNA sequencing (RNA-seq) experiments were described previously (*23*). For ribosome profiling, adapter sequence at the 3′ end and first nucleotide at the 5′ end of each FASTQ read were trimmed. Trimmed reads were mapped to human ribosomal (rRNA) reference sequences (NR_003285.2, NR_003286.1, NR_003287.1, and NR_023363.1) with Bowtie (*49*). rRNA-unmapped reads were aligned to hg19 refGene and genome sequence with TopHat (*50*). Only uniquely mapped reads were used for further analysis. Ribosome occupancy was used to measure gene expression and was calculated as reads per kilobase of transcript per million mapped reads (RPKM) in defined regions of gene open reading frames (ORFs), which excluded 15 codons downstream of start codons and 5 codons upstream stop codons as well as the coding regions that overlapped with upstream ORFs we annotated previously (*23*) to improve accuracy of the measurement. For RNA-seq, sequencing reads were mapped with the same procedure as described in ribosome profiling. RNA expression levels of genes were calculated as RPKM. For reliable measurement of RNA levels and fold changes, at least five raw reads for each transcript were required.

### Chromatin immunoprecipitation–sequencing

Cells expressing S100A8-Flag, S100A9-Flag, or untagged protein were grown in the presence or absence of tamoxifen, washed once with room temperature PBS, and then fixed with protein-protein cross-linking solution [1.5 mM ethylene glycol-bis (EGS), 1.5 mM disuccinimidyl glutarate (DSG), and 1.5 mM disuccinimidyl suberate (DSS) in PBS] for 45 min at room temperature. Then, protein-DNA cross-linking with 1% formaldehyde (methanol free) was performed for 15 min at room temperature, and the reaction was quenched by 125 mM glycine. For Pol II ChIP, standard formaldehyde cross-linking was performed. After fixation, nuclei were isolated and dissolved in sonication buffer (10 mM tris-HCl at pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% *N*-lauroylsarcosine, and protease inhibitor cocktail) for sonication and subsequent immunoprecipitation (Flag antibody was used for negative control or S100A8 or S100A9 ChIP; Pol II antibody, 8WG16, was used for Pol II ChIP). The sheared chromatin fragments were enriched around 200 to 300 bp. For ChIP and corresponding chromatin input samples, DNA was isolated and used to prepare libraries, which were sequenced on Illumina NextSeq 500 or HiSeq 2000. Other ChIP-seq (H3K4me3, H3K4me1, H3K9me3, H3K27me3, H3K27ac, and MYC) and DNase sequencing (DNase-seq) experiments mentioned in this study were performed in transformed or nontransformed cells as previously described (*21*, *51*).

### Analysis of ChIP-seq data

Sequencing FASTQ reads were aligned to the hg19 human reference genome with Bowtie2 (*52*) with the following restrictions “--very-sensitive --score-min L,-0.6,-0.15” for mapping sensitivity and accuracy. Only uniquely mapped reads, and in the case of paired-end sequenced data, only uniquely mapped sequence pairs that were aligned concordantly, were used for subsequent analyses. In S100A8 or S100A9 ChIP-seq data, confident peaks were defined as fulfilling all the following restrictions: (i) MACS2 peak-calling *q* value ≤1 × 10^−7^ against sample-corresponding chromatin input background; (ii) peaks called by MACS2 were identified in at least two biological replicates; (iii) at least five raw reads were aligned at the peak region. Depending on the comparisons indicated, peak regions from different datasets were merged if overlapping at least 1 bp. Confident Pol II ChIP-seq peaks were defined as MACS2 paired-end peak-calling *P* value ≤1 × 10^−8^ against genomic background of 1-Mb genomic region around. In ChIP-seq data of histone modifications and DNase-seq data, confident sites were defined as previously described (*21*). Meta-gene and heatmap analyses were carried out with deepTools (*53*).

### Gene target mapping of S100A8/A9 peaks

Gene annotation and information of transcription start sites (TSSs) in hg19 refGene collection were downloaded from UCSC (University of California Santa Cruz) Genome Browser. Classification of S100A8/A9 peaks was determined by patterns of histone modifications. For promoter-bound S100A8/A9 peaks, genes were assigned by mapping the nearest annotated TSS to the peak summit if the peak summit was within 1500 bp upstream and 250 bp downstream of the TSS. If the peak summit was located downstream of the TSS even though within the 250-bp range, we further required that the distance of the peak summit to TSS be <5% of the gene length because the promoter region of a given gene should be around TSS but not largely extended to gene body region. For enhancer-bound S100A8/A9 peaks, genes were assigned either if their TSSs were within 50 kb the of peak summit or if the gene regions overlapped with the peak summit.

### Pol II density and pausing index

Promoter proximal was defined as ±250 bp around TSS, and gene body was defined as the remaining length of gene. Calculation of Pol II density as reads per million per kilobase (RPM/kb) was carried out in promoter proximal and gene body of each gene longer than 251 bp. The Pol II density ratio of promoter proximal and gene body was defined as pausing index or traveling ratio (*54*, *55*).

### Super-enhancer analysis

H3K27ac ChIP-seq signal at enhancer peaks, where H3K4me3 was lacking, was used to identify super-enhancers by ROSE algorithm (*25*). H3K27ac enhancer peaks were stitched if they were within distance of 12.5 kb. Gene annotations were assigned to H3K27ac enhancer peaks (stitched or not, depending on the distance within 12.5 kb or not) if TSSs were within 50-kb distance of peak or if gene regions overlapped with peak.

### Motif discovery

De novo motifs were searched with HOMER (*56*) in sequences ±100 bp around summits of promoter, enhancer, or repressed S100A8/A9 peaks against corresponding control regions from promoter, enhancer, and repressed DNase I hypersensitive sites lacking S100A8/A9 association. The enriched motifs (according to hypergeometric *P* values) were compared with JASPAR CORE collection of vertebrate motifs (*57*) for scoring their similarity (by HOMER), which were less than or equal to 1 (complete similarity). Discovered motifs with similarity score >0.9 were selected for subsequent analyses.

### Collection of human cancer genes

We collected and consolidated annotations of human cancer genes from the following sources: (i) 420 human cancer genes from UniProt (*31*) with keyword “KW-0656” for ONGs and keyword “KW-0043” for tumor suppressors, (ii) 711 known cancer genes and tumor suppressor/ONG annotations from the Network of Cancer Genes (*32*), (iii) 1217 human TSGs from the Tumor Suppressor Gene database 2.0 (*33*), (iv) 803 human ONGs from the ONGene database (*34*), and (v) 239 human ONGs and 251 human tumor suppressors according to annotations from the Tumor Associated Gene database (*35*).

### The Cancer Genome Atlas data

RNA-seq gene expression data for 950 clinical breast samples from 840 patients were downloaded from The Cancer Genome Atlas (TCGA). Molecular subtypes of breast cancer were defined by PAM50 classification (*26*).

### Gene ontology analysis

Gene ontology enrichment was calculated in the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online server with default knowledgebase mapping (*58*).

### Statistics

Statistical tests of differential chromatin binding were carried out with DESeq2 algorithm integrated in R package DiffBind (*59*). Calculation of Pearson correlation coefficients and statistical tests was carried out with R function cor.test. Enrichment of gene set or peak set was determined by Fisher’s exact test with R function fisher.test. Statistical significance otherwise was determined as indicated.

### Data availability

Sequencing data have been deposited in the National Cancer for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through GEO accession number GSE155421.

## Supplementary Material

http://advances.sciencemag.org/cgi/content/full/7/1/eabe5357/DC1

Adobe PDF - abe5357_SM.pdf

S100A8/S100A9 cytokine acts as a transcriptional coactivator during breast cellular transformation

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/7/1/eabe5357/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: S100A8/S100A9 cytokine acts as a transcriptional coactivator during breast cellular transformation
**Source:** Sci Adv. 2021 Jan 1;7(1):eabe5357. doi: 10.1126/sciadv.abe5357
**Supplement:** http://advances.sciencemag.org/cgi/content/full/7/1/eabe5357/DC1

Science Advances | Science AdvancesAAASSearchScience AdvancesMenu

## Supplementary Materials

# S100A8/S100A9 cytokine acts as a transcriptional coactivator during breast cellular transformation

Ruisheng Song, Kevin Struhl

Download Supplement

**This PDF file includes:**

- Figs. S1 to S6
- Table S1

**Files in this Data Supplement:**

- Adobe PDF - abe5357\_SM.pdf

How the deposited data were processed for this re-analysis (not part of the article)

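Flag ChIP was performed on MCF-10A–ER-Src cells that stably express S100A8-Flag or S100A9-Flag, after 24 hours in 1 μM 4-hydroxytamoxifen (TAM) or ethanol (EtOH). MCF-10A is an established cell line, so that replicates are cultures and not donors. Peak lists of 11 ChIP libraries were used: S100A8-Flag in EtOH with 2 replicates, and S100A8-Flag in TAM, S100A9-Flag in EtOH, and S100A9-Flag in TAM with 3 replicates each. RNA, histone modification, DNase I, and Pol II data were not analyzed here.

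The authors aligned the reads to hg19 with Bowtie2, kept uniquely mapped reads, and called narrow peaks with MACS2 in each library against the chromatin input of the same sample. In the deposited lists, the fold enrichment of a peak is its signal at the summit over the library's own input, as the authors' MACS2 computed it. The −log10 q value of a peak is likewise the value that the authors' MACS2 gave it against that input. The summit is given in bp from the start of the peak. The versions of these tools are not stated. The lists reach down to q = 0.05, which was checked on each list, and the paper's filters on q, replicates, and raw reads had not been applied to them. No read numbers are given, so that the depth of each library is unknown and no interval that needs it is given. Where fewer peaks pass a threshold, a lower depth cannot be told apart from weaker binding by the lists alone.

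Peaks with q ≤ 1e-07 on chromosomes 1 to 22 and X were used. Peaks of the replicates of a condition were merged where they overlapped by at least 1 bp, and merged regions with peaks of at least 2 replicates were called confident. Confident sites of the 4 conditions were merged in the same way into union sites. The paper's filter on raw reads could not be repeated. The summit of a site is that of its highest-ranked peak. Each library's peaks were ranked by fold enrichment and given percentiles. No fold enrichment was tested between libraries in other units, and the values printed for the PDE8A site only describe it. Overlaps of site sets were tested with Fisher's exact test over bins of 1 kb, two-sided, and set against 100 circular shifts of a set along each chromosome. The paper does not state the background of its own Fisher's exact test. A p value too small to be represented was written as 1e-300.

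Treatments were compared by exact permutation of the libraries, within each protein and over both proteins, two-sided by doubling the smaller tail. The replicate numbers of EtOH and TAM libraries were not treated as pairs, since they showed no sign of pairing. The calls of each library at union sites were centered on the mean of its condition, and the correlation of these between EtOH and TAM libraries with the same number was between −0.0145 and 0.00489 over 5 such pairs. A shift common to all sites of a library does not enter this correlation, so that pairing is not excluded. Each unit of a correlation across sites is a site, and sites are not independent replicates. Genes and transcription start sites (TSSs) were the protein-coding genes of GENCODE 44 lifted to GRCh37, in place of the refGene annotation of the paper. Promoter-proximal sites have a summit from 1500 bp upstream to 250 bp downstream of a TSS, and other sites were called distal. Genes were assigned to distal sites within 50 kb of the TSS or over the gene body, and a promoter-proximal summit downstream of the TSS had to lie within 5% of the gene length.

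Motifs were consensus sequences read from the logos of Fig. 6A, matched on both strands without mismatches. Since the paper found them de novo in its own S100A8/A9 sites, their enrichment at the summits is not an independent test. Windows of 100 bp on either side of a summit were compared with windows centered 1000 bp to either side, by Fisher's exact test. Motifs within 50 bp of the summit were related to calls in EtOH libraries by a Cochran-Mantel-Haenszel chi-square test over 10 strata of the mean TAM percentile. The p values of the 10 motifs were adjusted by the Benjamini-Hochberg method. The stratified odds ratio was tested on simulated data. With a simulated odds ratio of 0.5 and rank and motif linked, the stratified estimate was 0.509 and the unstratified estimate 0.902. In 200 simulations without an effect, call, motif, and stratum were drawn independently, and 6 had a p under 0.05 in the same chi-square test. They do not show the error rate where rank and motif are linked or where sites depend on each other.

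Sites named in the text were chosen by rule: the confident sites in the region of Fig. 1B, the 5 sites with the highest mean percentile among those called in all 11 libraries, and the 3 EtOH sites with the highest mean EtOH percentile that no TAM library called. Peaks over coding exons of ESR1 and the introduced genes were examined after these sites were seen. The alternatives tried were every peak as deposited, q ≤ 1e-10, overlap by at least 0.5 of the shorter region, 200 bp around each summit, every replicate or at least 1 replicate for a confident site, and the 1853 top peaks by q value in each library. All sequences in the lists, the omission of each library in turn, and the replicate number as a block were also tried. Single results were computed with other ranks, site sets, TSS and gene distances, motif windows, control windows, and definitions of a call. An annotation with lncRNA genes was added after the data were seen. Y chromosome, mitochondrial, and unplaced sequences were left out of the main values.

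The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1, and samtools 1.23.1.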

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

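All tests in this part were chosen after the results were seen. No library lay far enough from the others of its treatment to be called an outlier, in 8 groups tested (number of peaks, promoter-proximal share, share of union sites called, and peak width, each in EtOH and in TAM).

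Peaks outside chromosomes 1 to 22 and X are data that the paper does not report on. The unplaced sequence with the most peaks, chrUn_gl000220, had peaks in 11 of 11 libraries, with a median of 26 in EtOH (22 to 28) and 15.5 in TAM (12 to 26). The peaks on all such sequences had a median fold enrichment percentile below their q value percentile by a difference of −29.7 points (−88.3 to −13.3, below 0 in 11 of 11 libraries). A peak with a low fold enrichment and a low q value has a high input coverage, and copies of a sequence that is repeated or amplified relative to the reference may therefore be the source of these peaks. That account passed a test that could have come out the other way, but the input reads were not used here. The next sequences by number of peaks had more in TAM (chr7_gl000195_random, medians of 5 in EtOH and 10 in TAM; chr17_gl000205_random, 2 and 4.5), and over all such sequences, the medians were 38 and 37. The difference between the treatments was not tested, and a biological explanation was not tested.

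Peaks over coding exons of ESR1 lie outside the sites the paper discusses. Without a q threshold, summits fell in coding exons 4 to 8 in 37 of 55 pairs of exon and library, and in coding exons 1 to 3 in 0 of 33. Summits per kb and library numbered 3.28 in coding exons 4 to 8 and 0.0118 in the gene outside its coding exons. Among 19887 genes, ESR1 had the most coding exons with a peak of q ≤ 1e-07 per EtOH library (mean 3.0, and 2.33 in TAM). A candidate explanation is reads from the introduced ER-Src gene, which contains the estrogen receptor ligand-binding domain. If it lacks the introns, its reads would align to these exons alone. The absence of summits in the exons of the other end of the gene is what this explanation needs. So is their presence in all 11 libraries in coding exons 4 and 8. Coding exons 5, 6, and 7 had summits in 0, 1, and 2 of 5 S100A8-Flag libraries and in 3, 4, and 5 of 6 S100A9-Flag libraries. The explanation does not account for this imbalance, since both kinds of cells carry ER-Src. Whether S100A8/A9 bind the introduced gene or its reads are only more numerous in the ChIP than in the input cannot be told from the peak lists and was not tested.

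Peaks over the first coding exon of S100A9 were present in 6 of 6 S100A9-Flag libraries and in 1 of 5 S100A8-Flag libraries (two-sided Fisher's exact test, p = 0.0152). At q ≤ 1e-07, the numbers were 6 and 0. The second coding exon gave the same numbers without a q threshold. These sites are within the region that Fig. 1B shows, but the paper does not report on the exons. A candidate explanation is reads from the introduced S100A9-Flag gene, which only those cells contain. The test does not extend to S100A8, since neither of its coding exons had a peak with q ≤ 1e-07 in a library of S100A8-Flag cells, in which reads from the introduced gene would be expected as well. A biological explanation, such as binding of S100A9-Flag at the S100A9 exons themselves, was not tested.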

How the results depend on the processing

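The annotation with lncRNA genes was chosen after the data were seen, and the other alternatives were not. Over all results and alternatives, 742 values were computed. For results other than single motifs, 245 of 312 values stayed the same by the criteria used (direction and side of the threshold for tests, the spread between libraries for other values, and 1.5 times for counts), 65 moved, and 2 were weaker. These counts include the overlap tests, in which every p was below 1e-300, and the peak numbers of single proteins, in which no permutation p can go below 0.1, and neither says anything about stability. For single motifs, the ratio to control windows kept both in 200 of 200 values and the odds ratio of a call in EtOH in 198 of 230, with 2 weaker, 12 stronger, and 18 reversed. The stability of the motif ratios says little, since the paper found the motifs in its own S100A8/A9 sites. The depth of the libraries is not known, which limits every comparison of EtOH with TAM calls.

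The log2 TAM:EtOH ratio of peaks per library was between 1.72 and 2.96 for S100A8, 1.98 and 4.34 for S100A9, and 1.85 and 3.65 over both proteins. With the replicate number as a block (replicate block), it was 2.90 over both proteins, with an exact permutation p of 0.0625, the smallest that 5 pairs allow. The share of sites called more in TAM than in EtOH was 96.3% with the same block and the same exact permutation p. Both lose the threshold through the smaller number of arrangements. Whether the replicate numbers pair the libraries is not known, though the calls at union sites showed no sign of it. Without an S100A8 EtOH replicate, that condition has no confident sites, so that no value is given for its sites or for the union sites, while peak numbers, replicate overlap, and odds ratios of motifs were computed. No value is given for an equal number of peaks as an alternative for the number of peaks itself.

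The numbers of sites follow the stringency of the criteria by construction. In the order S100A8 EtOH, S100A8 TAM, S100A9 EtOH, S100A9 TAM, and union, they were 6808, 39492, 9546, 52028, and 59598 with every peak as deposited; 378, 9610, 328, 14614, and 17795 at q ≤ 1e-10; and 7692, 48924, 8374, 52889, and 70990 with at least 1 replicate. With every replicate, they were 6878, 238, 10800, and 13590 from S100A8 TAM on. With an equal number of peaks per library, they were 412, 942, 729, 1036, and 2227. Across the fits that each left out one replicate, they were from 10185 to 11425 for S100A8 TAM, from 498 to 846 for S100A9 EtOH, and from 12546 to 17217 for S100A9 TAM.

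The share of EtOH sites found in TAM was 35.0 to 89.5% for S100A8 and 32.0 to 96.1% for S100A9 (highest without S100A9 EtOH replicate 1), and the share of sites common to both proteins was 25.6 to 53.1% in EtOH and 35.1 to 79.3% in TAM. The share common to both proteins was taken over the sites of the protein with fewer sites, which was not S100A8 in every setting. On that scale, its lowest value in EtOH came at q ≤ 1e-10, with 84 of 328 S100A9 sites. The other 3 lowest values came from an equal number of peaks per library. Replicate overlap in TAM was 25.4% with an equal number of peaks. In EtOH, it was 40.8% with every peak as deposited, 24.1% with 200 bp around the summit, and 18.6% with an equal number of peaks. The summit distance was 38 bp with every peak as deposited, 30 bp with 200 bp around the summit, and 28 bp with an equal number of peaks. The cause was not tested.

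The rank correlation of S100A8 and S100A9 was 0.312 with every peak as deposited, 0.220 with 200 bp around the summit, 0.349 with an equal number of peaks, 0.422 with ranks by −log10 q, and 0.193 at sites called in at least 2 libraries of each protein. It was from 0.188 to 0.219 across the fits that each left out one replicate. The cause was not tested. It stayed above 0 under all alternatives run.

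The promoter-proximal share was 22.9% with every peak as deposited, 34.2% at q ≤ 1e-10, 38.6% with every replicate, 19.9% with at least 1 replicate, 49.8% with an equal number of peaks, and 34.2% with lncRNA genes. It was from 29.5 to 32.7% across the fits that each left out one replicate. Target genes numbered 2536 with an equal number of peaks and 25019 with lncRNA genes, which adds genes by construction. The distance from summit to TSS was 93 bp with every peak as deposited, 96 bp with at least 1 replicate, and 66 bp with an equal number of peaks. The cause was not tested for the share or the distance.

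Of the 10 motifs, the number with an adjusted p under 0.05 for calls in EtOH was 7 with every peak as deposited, 2 with an equal number of peaks, and 7 with calls in at least 2 EtOH libraries. Odds ratios that changed direction were those of motifs not past the threshold at the main setting. KLF/SP1 had 1.24 with every peak as deposited. THAP11 had 0.456 with an equal number of peaks, 0.977 with motifs within 100 bp, 0.685 with calls in at least 2 EtOH libraries, and a lowest value of 0.984 and a highest of 1.26 when each library was left out in turn. CREB had 1.08 without strata. ZBTB33 had 1.12 with every peak as deposited, 1.76 at q ≤ 1e-10, 1.57 with calls in at least 2 EtOH libraries, 1.04 without strata, and 1.01 with lncRNA genes, and from 0.712 to 1.76 when each library was left out. CTCF had 0.899 at q ≤ 1e-10 and 0.701 with calls in at least 2 EtOH libraries, and from 0.954 to 1.08 when each library was left out. The cause was not tested.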

Differences from the paper's values

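No test in this part was chosen after the result was seen, apart from the lncRNA annotation. The paper gives a correlation of 0.88 between S100A8 and S100A9 binding levels, and the rank correlation here was 0.238. These are different measures, since the paper's is computed from read levels at the union sites and the other from ranks of the authors' fold enrichment at sites called in all 6 TAM libraries. None of the 16 alternatives set before the data were examined closed the gap, with the highest value, 0.422, from ranks by −log10 q. Single libraries of the same protein had a rho of only 0.0812 to 0.195, compared with 0.0933 to 0.134 for different proteins. The ranks thus differ between replicates about as much as between proteins, which limits this correlation. The gap therefore does not tell whether the proteins differ in binding level.

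The paper shows about 3300 target genes with promoter-proximal and distal sites in Fig. 4C, read by eye, and the number here was 5559. Of the 18 alternatives set before the data were examined, 5 came within 1.5 times of the paper's number. They were q ≤ 1e-10 (3026 genes), a reach of 25 kb (4451), and the omission of S100A9 TAM replicate 1 (4655), replicate 2 (4638), or replicate 3 (4101). With the other 13, it differed from the paper's number by more than 1.5 times.

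The paper states that a CTCF motif goes with reduced binding during transformation. Calls in EtOH at distal CTCF sites had an odds ratio of 1.05 at equal TAM rank, where a value above 1 means more calls in EtOH and so goes with less gain (Cochran-Mantel-Haenszel chi-square test, adjusted p = 0.442). With calls in at least 2 EtOH libraries, the odds ratio was 0.701, which goes against the paper's direction (Cochran-Mantel-Haenszel chi-square test, adjusted p = 0.000623). With every peak as deposited, it was 1.09, in the paper's direction (adjusted p = 0.0366 in the same chi-square test). No other setting run had an adjusted p under 0.05. In single EtOH libraries, the odds ratio was between 0.797 and 1.03 and was below 1 in 4 of 5. TAM libraries reduced to 4327 top peaks, judged at sites and ranks from the other TAM libraries, had a median of 0.844 (0.767 to 1.57). EtOH libraries had a median of 0.895 (0.780 to 1.04) at the same sites. A value below 1 in a single library of few peaks is therefore no evidence against the paper's direction. The measure here is a call and not a ratio of reads.

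The paper states that fold increases at promoter sites with ETS, KLF/SP1, THAP11, CREB, or ZBTB33 motifs differ from sites without them. In calls, no odds ratio of these 5 motifs had an adjusted p under 0.05 at the main setting, and the number with an unadjusted p under 0.05 was 0. ETS was past that threshold, with odds ratios of 1.15 to 1.19 that go with less gain, with every peak as deposited, motifs within 100 bp, calls in at least 2 EtOH libraries, and without strata (smallest adjusted p = 0.0239 in a Cochran-Mantel-Haenszel chi-square test). KLF/SP1 was past it in opposite directions: with an odds ratio of 1.24 with every peak as deposited, and with odds ratios of 0.721 to 0.859 that go with more gain at q ≤ 1e-10, overlap by at least 0.5 of the shorter region, 200 bp around the summit, every replicate, calls in at least 2 EtOH libraries, and without S100A8 EtOH replicate 2 (smallest adjusted p = 0.000913 in the same chi-square test). CREB was past it without S100A8 EtOH replicate 2 (odds ratio 0.660, adjusted p = 0.0336 in the same chi-square test). THAP11 and ZBTB33 were not past it in any setting run.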

Other observations

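The tests on site overlap within and between the proteins, on the split of the rank correlation, on peaks of single TAM libraries, and on sites called in all 11 libraries were chosen after the results were seen. For the last, a test within both classes of site replaced one of distal sites alone after that outcome was seen (Fisher's exact test, p = 0.0738 at distal sites and p = 0.0219 at promoter-proximal sites). The reading of the rank correlation over all union sites was also changed after its value was seen, as was the criterion for the overlap of TAM replicates, which was then applied to each pair of replicates.

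More sites were called in TAM than in EtOH libraries, and 1 of the 200 splits of the libraries within each protein, the real one, gave an excess as large, which argues against a chance split of the libraries. A difference in depth between the treatments remains open, since the lists hold no read numbers. The rise in the number of peaks was larger for S100A9 by 0.75 on the log2 scale, with a permutation p of 0.18 (exact permutation of the protein within each treatment, two-sided), so that a difference between the proteins stays open.

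Replicates shared only part of their peaks at q ≤ 1e-07, with a lower share in EtOH than in TAM. In EtOH, the share of such peaks found in the unfiltered list of the other replicate was 59.9%, and in TAM it was 74.1%, against at most 2.07% for circular shifts. Peaks that lie below the threshold in the other replicate may account for part of the missing overlap. Among 30677 peaks called at q ≤ 1e-07 in a single TAM library, AP-1 motifs were 6.90 times as frequent at the summit as 1000 bp away (range of 5.88 to 8.17 over libraries), which argues against chance calls as the whole source of these peaks.

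S100A8 and S100A9 shared fewer confident sites in EtOH than in TAM when all peaks with q ≤ 1e-07 were used. At an equal number of peaks per library, the shares were 35.0% in EtOH and 35.1% in TAM, so that the difference depends on the number of peaks. Of the S100A8 EtOH sites, 92.7% overlapped a peak of any q value in an S100A9 EtOH library (at most 1.80% for circular shifts), so that sites of one protein below the threshold for the other may account for much of this. Whether the proteins occupy different sites stays open. The overlap within proteins exceeded that between them by 2.20 points when summed over the treatments, with a one-sided exact permutation p of 0.12 over 100 splits. By treatment, the excess was −0.0484 points in EtOH and 2.25 points in TAM (one-sided exact permutation p = 0.6 and 0.1, where 0.1 is the smallest possible).

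The rank correlation of S100A8 and S100A9 stayed low, at 0.203, over all 30322 union sites with a rank of 0 where a library had no peak. This does not decide whether the narrow range of the sites called in every library lowers it, since union sites are chosen by calls in the same libraries. The real split of the 6 TAM libraries gave the largest excess of correlation within proteins over that between them (1 of 10 splits), which cannot go below a share of 0.1. A difference of the proteins in binding level thus cannot be told apart from chance by these libraries.

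Peaks of EtOH libraries were more often promoter-proximal. At an equal number of 1853 top peaks per library, the difference, averaged over the proteins, was 9.68 points (means over all libraries of 51.4% in EtOH and 41.6% in TAM, two-sided exact permutation p = 0.01, the smallest possible), compared with 19.0 points at all peaks, averaged in the same way. A smaller number of peaks in EtOH is therefore not the whole cause, though it may be part. A difference in depth or in the input between the treatments stays open, as does a redistribution of S100A8/A9 away from promoters upon transformation.

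Distal sites with an AP-1 motif were called less often in EtOH at equal TAM rank. When TAM libraries were reduced to 4327 top peaks and judged at sites and ranks from the other TAM libraries, the median odds ratio was 1.15 (0.920 in the lowest of 6 libraries), compared with 0.577 (0.486 to 0.771) in EtOH libraries. A weakness of AP-1 sites in any library of few peaks is thereby excluded as the whole cause. For STAT3, the ranges overlapped (0.797 to 1.84 in reduced TAM libraries, 0.347 to 0.850 in EtOH libraries), so that this cause is not excluded there. That AP-1 sites gain binding upon transformation remains a hypothesis that was formed and tested on the same lists, and the depth of the EtOH libraries stays open.

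The 105 sites called in all 11 libraries carry few AP-1 motifs (4.76%, compared with 26.0% of the other union sites). Of these sites, 77 (73.3%) are promoter-proximal. Within both classes of site, the motif remained less frequent (Cochran-Mantel-Haenszel chi-square test, p = 0.00552), so that the share of promoters is not the whole cause. Their fold enrichment percentile lay below their q value percentile by a difference of −3.71 points (median), compared with 1.19 points at other sites. A high input coverage from repeats or copy number may therefore contribute to calls in every library, and binding that does not need AP-1 was not tested.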
